A study of Mus musculus with 4 samples. Its data were reported in "Enteric glial cells favor accumulation of anti-inflammatory macrophages during the resolution of muscularis inflammation" (2022).

How the data were processed

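Droplet-based single cell RNA sequencing had been performed on CD45+ cells, that is leukocytes sorted for the protein encoded by Ptprc, from the muscularis of the mouse small intestine. The muscularis is the outer muscle layer of the gut, which was inflamed by surgical handling of the intestine (intestinal manipulation). There were 4 libraries, 1 per group: WT mice at 24 h and at 72 h after the surgery, and CCR2 KO mice at the same times. CCR2 is the chemokine receptor by which monocytes leave the bone marrow and enter inflamed tissue, and the KO mice carry a targeted Ccr2 allele on a C57BL/6 background whose strain name gives a 129 origin of the allele. Groups were taken from the labels.

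The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell, without normalization. The authors prepared the libraries with the 10x Genomics 3' chemistry, aligned the reads to the mouse genome build GRCm38 and counted UMIs with Cell Ranger, then removed cells with fewer than 200 genes or more than 10% mitochondrial UMIs. The files hold 5811 cells and the same 16308 genes in each library. All 5811 cells passed that filter when it was applied again, since the lowest number of genes in a cell was 250 and the highest mitochondrial share was 9.99%. Whether doublets (droplets with more than 1 cell) had been removed is not stated in the labels or in the text available here. Each library pools several mice, so the values of single mice cannot be recovered. Reads that match near-identical genes, such as Ly6c2 and Ly6c1, Chil3 and Chil4 or the stefin cluster, may have been split or dropped in the authors' counting, and levels of these genes are uncertain. Of the gene symbols, 16133 of 16308 were found in the GENCODE annotation of GRCm38, which gave the coordinates.

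The depth of the libraries differed. Total UMIs were 21206308 for WT 24 h, 10436694 for CCR2 KO 24 h, 16600493 for WT 72 h and 9736725 for CCR2 KO 72 h, and the median UMIs per cell were 12859, 3281.5, 12427 and 4990.5. Within monocyte/macrophage (Mφ)-like cells the medians were closer, at 14575, 15815, 13974 and 12695. Levels are therefore given as CPM, the UMIs of a gene per 1000000 UMIs of a cell class, and shares of cells with a UMI were taken after each cell had been thinned to 1000 UMIs at random, with shallower cells left out.

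Cells were clustered in Python 3.11.15 with scanpy 1.11.5 and leidenalg 0.10.2, together with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. UMIs were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were scaled to at most 10, followed by 30 principal components, 20 neighbours and Leiden clustering at a resolution of 1. The libraries were clustered together without a correction between them. The genes of the subset lists described next, the MHC class II and complement genes and Ccr2 were left out of the variable genes at this step, so that the cell classes were not defined by them. Each of the 19 clusters was named from markers of each cell type by the highest mean marker score (at least 0.6) with at least 3 markers detected at 20 CPM, and "X-like" means no more than that. A cluster whose 10 leading genes held more markers of another type than of its own, or whose median depth was below 0.333 times that of its library with no own marker among them, stayed without a name. The 2524 monocyte/Mφ-like cells were then clustered again without Ccr2. The 14 sub-clusters were named in the same way with a score of at least 0.75, from genes that the study names: Ly6c monocyte (Ly6c2, Plac8, Hp, Chil3), Arg1 (Arg1, Ccl9, Srgn), Fabp5 (Fabp5, Lgals1, Ccl7, Flt1), Cd206 (Mrc1, Selenop, Igf1, Trem2, Stab1), Timp2 (Timp2, Ltc4s, Adgre5, Fn1, Saa3) and Cx3cr1 (Cx3cr1, Cd81, Cd72). Fn1 and Saa3 are named there for a trajectory branch that other subsets share and not for Timp2 cells alone, so leaving them out was added as an alternative after the data had been seen. The study's intermediate Ccr2 Mφs and Fn1 cells had no list here and could not be named. The study chose these genes from its own clusters, so the lists are not independent of this tissue. These names are rebuilt, and a difference from the study's own subsets may come from that.

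The groups, comparisons, markers, gene lists, rule for named genes and most alternatives were fixed before the data were examined. The thresholds of the marker scores and the following choices were made after the data had been examined in several passes. Except for the thresholds and the background class, each earlier version was kept as an alternative. Of the cells, 10 with at least 3 UMIs and at least 0.1% of their UMIs from non-immune markers, no Ptprc UMI and at most 3 Lyz2 UMIs were removed (4 from CCR2 KO 24 h, 6 from CCR2 KO 72 h, 0 from WT), which left 5801 cells. Further, subset genes counted as monocyte/Mφ markers when a cluster was named. Without this, a cluster of 250 cells led by Cxcl13, Saa3 and Retnla stayed without a name, with 70, 11, 133 and 36 cells in WT 24 h, CCR2 KO 24 h, WT 72 h and CCR2 KO 72 h. In addition, a granulocyte cluster with Siglecf at 5 times the mean of the other clusters or more, and at least 100 CPM, was kept apart from neutrophil-like cells, and its share in each library is given. Finally, the background for shares of cells with a UMI was changed from all lymphoid cells to T, NK and innate lymphoid cell-like cells, since the B cell-like cluster of WT 72 h held macrophage genes (Lyz2 at 9596.5 CPM, 3029 UMIs), and to neutrophil-like cells for Ccr2.

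With 1 library per group there is no replicate check. No test between groups was run, and no p-value, standard error or number of changed genes is given. Within a time or within a genotype, none was possible. A model with additive effects of genotype and time would leave 1 degree of freedom and was not fitted. Sums of UMIs have exact Poisson 95% intervals, shares exact binomial (Clopper-Pearson) 95% intervals and differences between shares Newcombe 95% intervals. All of these cover counting error only, not the variation between mice, and a difference outside them compares these libraries and not the genotypes. Log2 ratios have a pseudocount of 20 CPM on both sides and so understate changes of low genes. For a gene list, the median log2 ratio over genes with at least 20 CPM in the higher library is given with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Intervals of list medians come from 500 Poisson resamples. Besides the subset lists, these lists were MHC class II (H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1, Cd74), complement (C1qa, C1qb, C1qc), type I interferon (10 genes), large peritoneal Mφ (10 genes), dissociation stress (10 genes) and proliferation (8 genes). On simulated data for CCR2 KO against WT at 24 h and at 72 h, each over 16308 genes, the direction was right for 200 of 200 changed genes in both. Of the 1587 and 1482 genes with at least 100 CPM, 99.1% were inside their interval in both. The changed genes were drawn from these and had counting noise only, so low genes and variation between mice were not tested.

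In addition to Ccr2 and the list genes, the text names for each comparison the 5 genes with the highest and the 5 with the lowest log2 ratio within a class of at least 50 cells in both libraries. Such a gene needed at least 100 CPM and 20 UMIs in the higher library. Mitochondrial, ribosomal protein, haemoglobin and antigen receptor segment genes were left out, as were genes over 5 times higher in another class of that library, which could be free RNA. A few further genes and clusters are named in the closing section, where it is said that they were picked later.

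The alternatives changed the filters on cells (at least 500 genes, at most 5% mitochondrial UMIs, or none), the treatment of doublets, clustering (each library on its own, Leiden resolutions of 0.5 and 2, 15 principal components, 1000 variable genes, other genes left out, cells thinned first), the scaling (TMM factors from edgeR 4.0.16 in R 4.3.3, totals without mitochondrial, ribosomal and the 20 most abundant genes, or the mean over cells), the pseudocount (5 or 100) and the depth of thinning (500 UMIs or none). TMM moved the median log2 ratio of all genes in monocyte/Mφ-like cells by more than 0.1 in 3 comparisons, from 0.09 to -0.03 for CCR2 KO against WT at 72 h, from -0.03 to -0.15 for WT at 72 h against 24 h, and from 0.10 to -0.08 for CCR2 KO at 72 h against 24 h. Doublets were kept. Scrublet called 11 of 5811 cells (0.189%), which is too few for the caller to have worked, so a removal of the 70 highest scores, up to the rate given by the number of cells, was added as an alternative.

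Pseudotime, regulon, ligand and receptor analyses and the naive mice of the study were not analysed here.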

Results

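To follow the immune cells that enter the muscularis after injury with and without CCR2, 5801 CD45+ cells of WT and CCR2 KO mice were compared at 24 h and at 72 h post-injury, with 1 library per group. These were 1674 cells from WT and 1770 from CCR2 KO mice at 24 h, and 1315 and 1042 at 72 h, in that order. Median UMIs per cell were 12859, 3281.5, 12427 and 4990.5. There were no replicates, so all intervals are 95% intervals of counting error, and each comparison is between 2 libraries.

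The targeted gene Ccr2 (ENSMUSG00000049103.14, chromosome 9, 124101950 to 124113557 on the plus strand, GRCm38) was lower in CCR2 KO at both times without reaching 0. In monocyte/Mφ-like cells it was at 755 CPM (742 to 767) in WT and 95.5 (85.7 to 106) in CCR2 KO at 24 h, and at 1063 (1045 to 1081) and 83.2 (71.3 to 96.5) at 72 h, which gave log2 ratios of -2.75 (-2.90 to -2.60) and -3.39 (-3.59 to -3.19). Over all cells the log2 ratios were -3.46 and -3.66. Ccr2 was also lower in dendritic cell-like cells (704 and 34.7 at 24 h, 595 and 46.6 at 72 h) and in T cell-like cells (267 and 91.7, then 463 and 119). A limit of 5% mitochondrial UMIs moved the ratio in monocyte/Mφ-like cells most, to -2.17 at 72 h, followed by each library clustered on its own (-4.56).

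The composition of the infiltrate differed between genotypes at 24 h. Monocyte/Mφ-like cells made up 76.3% (74.2 to 78.4) of WT cells and 12.3% (10.8 to 13.9) of CCR2 KO cells, a difference of -64.1 percentage points (-66.5 to -61.4). Neutrophil-like cells made up 17.8% (16.0 to 19.7) and 73.2% (71.1 to 75.3), a difference of 55.4 points (52.6 to 58.1). Shares of T cell-like cells (0.836% and 3.90%), NK cell-like cells (0.299% and 1.58%), innate lymphoid cell-like cells (0.179% and 1.02%) and B cell-like cells (0.358% and 2.03%) were higher in CCR2 KO, whereas those of dendritic cell-like cells were close (3.58% and 3.39%, difference -0.194 points, -1.44 to 1.04). Shares add up to 100%, so a lower share of 1 class raises the others, and numbers of cells per mouse were not measured. The difference in neutrophil-like cells moved most when each library was clustered on its own, to 73.9 points, because 17.6% of WT cells then had no class name and 266 of these 294 cells were neutrophil-like otherwise.

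At 72 h monocyte/Mφ-like cells made up 66.9% (64.3 to 69.5) of WT and 14.3% (12.2 to 16.6) of CCR2 KO cells, a difference of -52.6 points (-55.8 to -49.2). Neutrophil-like cells had fallen to 6.54% (5.26 to 8.01) in WT and to 20.6% (18.2 to 23.2) in CCR2 KO. A granulocyte cluster led by Siglecf (chromosome 7, 43351341 to 43359531, plus strand) made up 8.06% (6.65 to 9.67) of WT and 36.0% (33.1 to 39.0) of CCR2 KO cells, a difference of 27.9 points (24.7 to 31.2), compared with 0.538% and 2.49% at 24 h. Dendritic cell-like cells had risen in both genotypes, to 10.6% and 12.1%, and T cell-like cells to 4.18% and 10.3%, an order that turned when each library was clustered on its own (-0.914 points), where 50 and 46 cells of CCR2 KO but 0 and 0 of WT were named NK cell-like and innate lymphoid cell-like. From 24 h to 72 h the share of monocyte/Mφ-like cells changed by -9.42 points (-12.7 to -6.17) in WT and by 2.04 points (-0.524 to 4.72) in CCR2 KO, and that of neutrophil-like cells by -11.3 (-13.5 to -8.97) and -52.6 points (-55.7 to -49.3). With each library clustered on its own, the change of neutrophil-like cells in WT became 4.66 points, again through the 266 cells left without a name at 24 h. When the Siglecf-high cluster was counted as neutrophil-like, the difference between genotypes in that class at 72 h went from 14.1 (11.3 to 16.9) to 42.02 points.

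**Figure D1:**
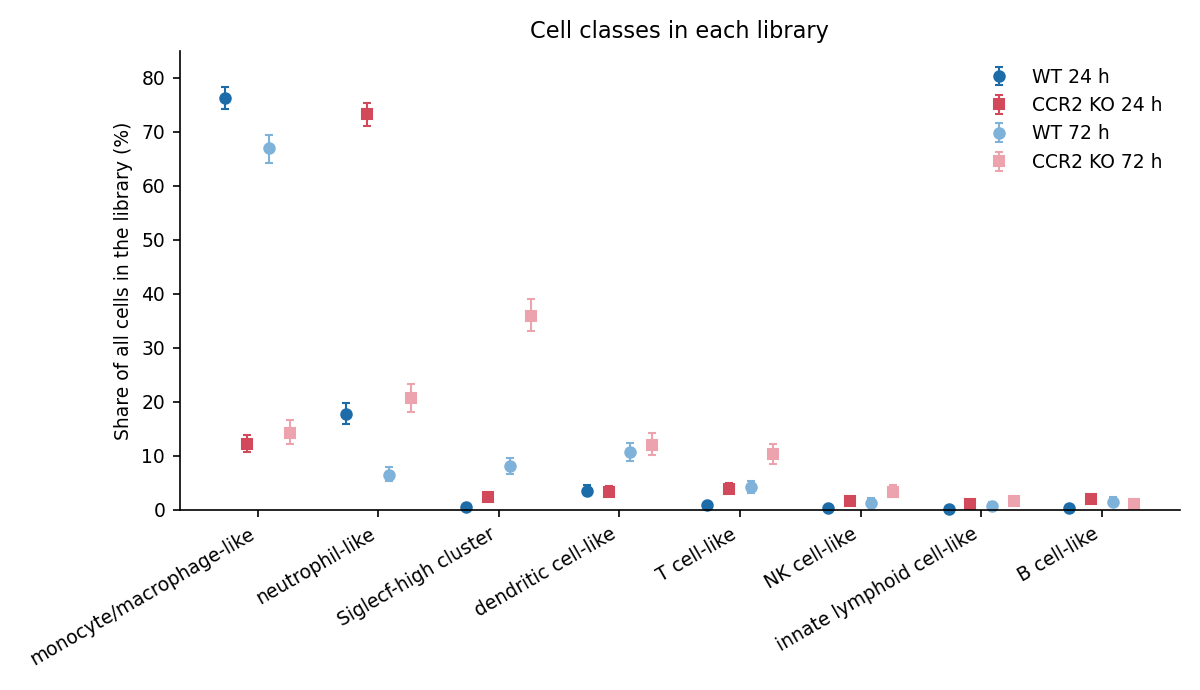
Share of each cell class among all cells (%) for WT (circles) and CCR2 KO (squares) 24 h and 72 h post-injury, with 95% binomial bars. Monocyte/macrophage-like cells fall from 76.3% in WT to 12.3% in CCR2 KO at 24 h, where neutrophil-like cells reach 73.2%.

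Re-clustering of the 2524 monocyte/Mφ-like cells (1278, 217, 880 and 149 from WT 24 h, CCR2 KO 24 h, WT 72 h and CCR2 KO 72 h) gave sub-clusters for each of the 6 subsets. At 24 h the Arg1 sub-cluster made up 25.0% (22.6 to 27.4) of WT and 1.84% (0.504 to 4.65) of CCR2 KO monocyte/Mφ-like cells, and Ly6c monocytes 9.70% (8.13 to 11.5) and 4.61% (2.23 to 8.31). By contrast, the Fabp5 sub-clusters were not a smaller share in CCR2 KO, with 37.1% (34.4 to 39.8) and 47.5% (40.7 to 54.3), and the Cx3cr1 sub-cluster was a larger one, with 2.03% (1.33 to 2.97) and 22.1% (16.8 to 28.2). The Fabp5 share rests on 1 of 3 sub-clusters, led by Cxcl3, Fabp4 and Inhba, with 4.38% (3.33 to 5.65) of WT and 35.02% (28.7 to 41.8) of CCR2 KO cells. The others were a smaller share in CCR2 KO: one led by Ppbp, Pf4 and Fabp5 (25.9% and 10.6%) and one led by the interferon-induced genes Cxcl10, Rsad2 and Ifit3 (6.81% and 1.84%, or 87 and 4 cells). Cells without a subset name made up 25.8% and 22.6%. Leiden clustering at a resolution of 2 gave the largest move for Ly6c monocytes at 24 h, to -24.9 points from -5.09 (-7.81 to -1.13), and the excess of Fabp5 cells of 10.4 points (3.31 to 17.5) became -18.2 points when cells were thinned before clustering.

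As shares of all cells, which take the smaller number of monocyte/Mφ-like cells into account, each of the acute subsets was smaller in CCR2 KO at 24 h. Ly6c monocytes were at 7.41% in WT and 0.565% in CCR2 KO, Arg1 cells at 19.1% and 0.226%, and Fabp5 cells at 28.3% and 5.82%, differences of -6.84 (-8.22 to -5.59), -18.8 (-20.8 to -17.0) and -22.5 points (-24.9 to -20.1). Cx3cr1 cells were at 1.55% and 2.71%.

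At 72 h the Cd206 sub-cluster made up 41.8% (38.5 to 45.2) of WT and 1.34% (0.163 to 4.76) of CCR2 KO monocyte/Mφ-like cells (2 of 149), a difference of -40.5 points (-43.9 to -35.8), and the Timp2 sub-cluster 14.2% (12.0 to 16.7) and 2.68% (0.736 to 6.73; 4 of 149), a difference of -11.5 points (-14.5 to -6.97). Of all cells, Cd206 cells were 28.0% in WT and 0.192% in CCR2 KO, and Timp2 cells 9.51% and 0.384%. The difference in Cx3cr1 shares, 0.369 points (-2.73 to 5.40), rests on how 1 sub-cluster is named. The sub-cluster led by genes of dividing cells scored highest for Cx3cr1 (1.48) and stayed without a name only for its leading genes. Named by score alone it brings Cx3cr1 cells to 10.1% of WT and 54.4% of CCR2 KO cells, a difference of 44.2 points, and other clusterings gave -18.3 to 22.7 points. The lower Timp2 share became 5.78 points higher when the cells called by Scrublet were removed. Ly6c monocytes were 3.41% and 8.05%, which became -3.91 points with each library clustered on its own and -0.69 points when cells were thinned first. No subset name was given to 34.3% of the WT and 79.2% of the CCR2 KO cells at 72 h, so shares of named cells in CCR2 KO rest on few cells. The largest of these, with 73 of the 149 CCR2 KO cells, was led by antibody genes (Igha, Igkc) and by genes of dividing cells (Stmn1, Pclaf, Birc5). Of the 1731 Igha UMIs in these 73 cells, 1720 came from 1 cell. In WT the largest one without a name was led by Ear2, Mgl2 and MHC class II genes. It held 189 WT and 3 CCR2 KO cells at 72 h (21.5% and 2.01%). Also without a name was a sub-cluster led by Cd209a and Ccl17, genes that lead a dendritic cell-like cluster too (30 WT and 2 CCR2 KO cells at 72 h). Another was led by S100a9, Retnlg and S100a8, which lead a neutrophil-like cluster (6 and 1 cells). Both stayed in the class and count in its pooled levels.

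Between 24 h and 72 h the WT subsets exchanged places. Arg1 cells went to 0 of 880 cells (which allows a share of up to 0.418%), Fabp5 cells changed by -35.8 points (-38.6 to -33.1), and Cd206 cells changed by 41.4 points (38.2 to 44.7) from 0.391%. With sub-clusters named by score alone, Arg1 cells at 72 h were 24 cells (2.73%) in WT. In CCR2 KO they were then 33 of 149 cells (22.1%), compared with 5.99% at 24 h. Timp2 cells were 0 of 1278 cells at 24 h, which allows a share of up to 0.288%. In CCR2 KO, Fabp5 cells changed by -44.1 points (-51.0 to -36.3) and Cx3cr1 cells by -16.8 points (-23.3 to -9.77; 1.66 to 31.8 points under 6 of the alternatives, the highest with the dividing sub-cluster counted as Cx3cr1), while Cd206 cells changed by only 1.34 points (-0.651 to 4.76) from 0 of 217 cells (a share of up to 1.69%).

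**Figure D2:**
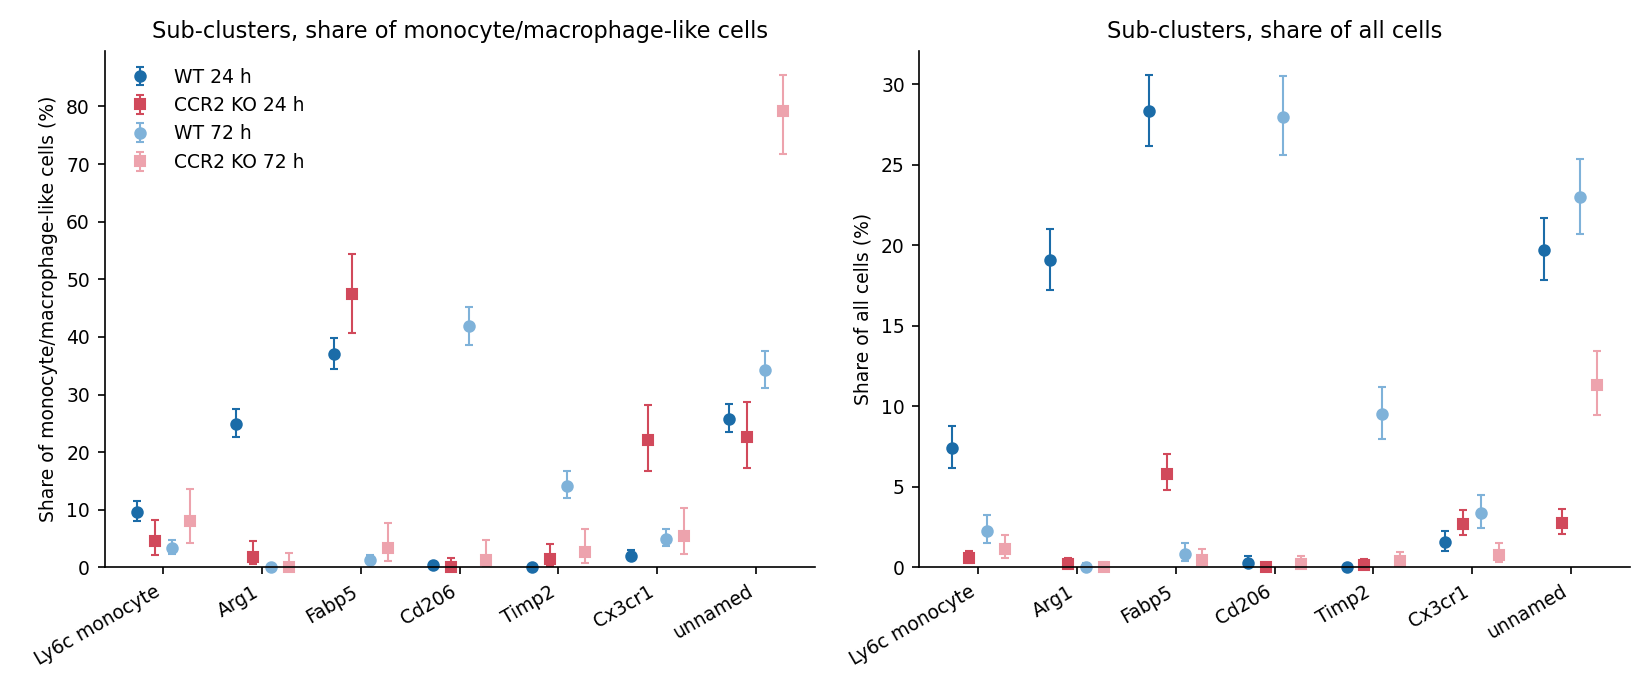
Share of each named sub-cluster and of cells without a subset name (%) among monocyte/macrophage-like cells (left) and among all cells (right), for WT (circles) and CCR2 KO (squares) 24 h and 72 h post-injury, with 95% binomial bars. Cd206 cells reach 41.8% of these cells in WT and 1.34% in CCR2 KO at 72 h.

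Levels of the subset genes over all monocyte/Mφ-like cells do not depend on the sub-clusters. At 24 h Ly6c2 (chromosome 15, 75108158 to 75111970, minus strand) was at 148 CPM in WT and 65.4 in CCR2 KO (log2 ratio -0.98), and Arg1 (chromosome 10, 24915221 to 24927484, minus strand) at 1679 and 896 (-0.89, -0.96 to -0.83). Hp (-1.95), Plac8 (-0.97) and Chil3 (-0.68) were also lower, and Selenop fell by 1.18 on the log2 scale. Fabp5 (chromosome 3, 10012548 to 10016607, plus strand) was higher in CCR2 KO, at 3410 compared with 2132 (0.67), as was Cx3cr1 (chromosome 9, 119901616 to 120069879, minus strand), at 110 compared with 28.4 (1.43).

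At 72 h Timp2 (chromosome 11, 118301069 to 118355740, minus strand) was at 406 CPM in WT and 194 in CCR2 KO (-0.99, -1.16 to -0.82), Ltc4s at 295 and 87.9 (-1.54) and Selenop at 2972 and 1314. Trem2 (-1.43) and Igf1 (-0.59) were lower too. Mrc1, which encodes CD206 (chromosome 2, 14229392 to 14332057, plus strand), was not lower, at 790 and 1023 (0.37, 0.28 to 0.45), and neither was Stab1 (0.49). Both were lower when cells with more than 5% mitochondrial UMIs were removed (-0.13 and -0.88), the alternative that turned most subset genes at 72 h. Ly6c2 (1.37) and Arg1 (0.74) were higher in CCR2 KO at 72 h but lower when each library was clustered on its own (-0.97 and -0.67).

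**Figure D3:**
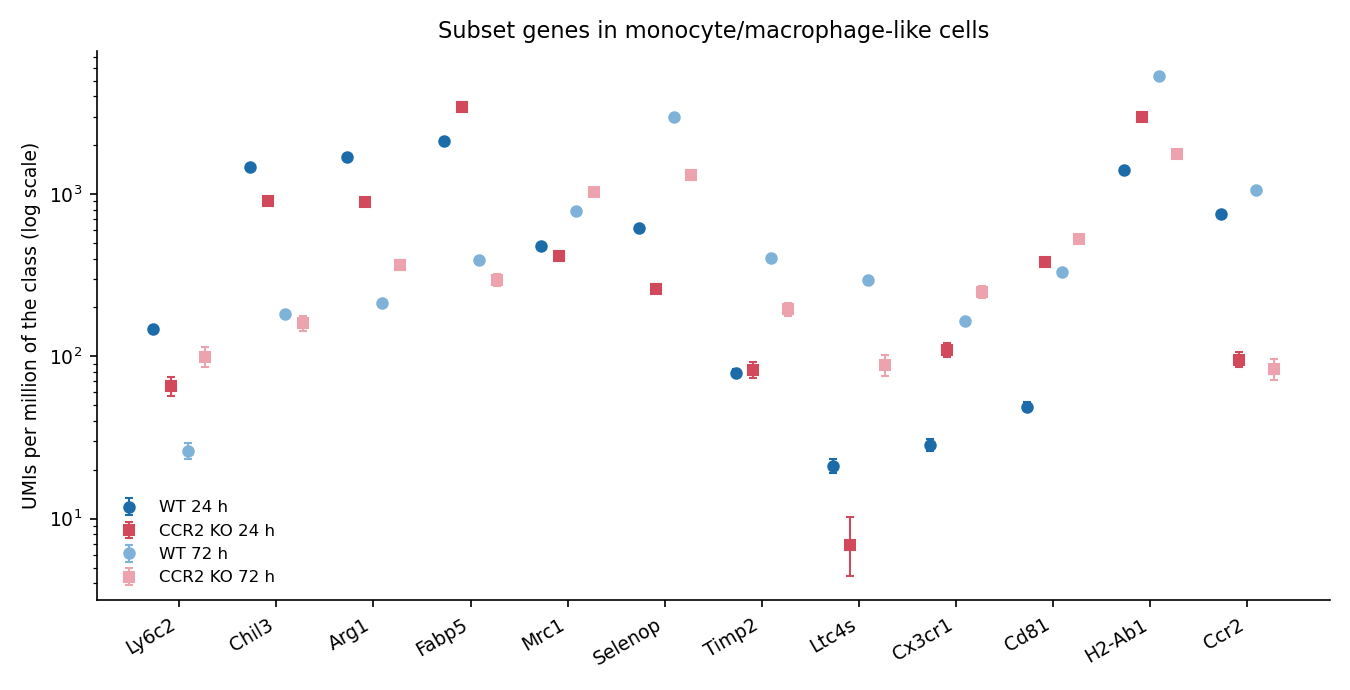
CPM (log scale) of subset genes in monocyte/macrophage-like cells of WT (circles) and CCR2 KO (squares) 24 h and 72 h post-injury, with 95% Poisson bars. At 72 h Timp2 is at 406 in WT and 194 in CCR2 KO, whereas Mrc1 is at 790 and 1023.

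After thinning to 1000 UMIs, which left out 10, 5, 11 and 18 monocyte/Mφ-like cells of WT 24 h, CCR2 KO 24 h, WT 72 h and CCR2 KO 72 h, Mrc1 UMIs were found in 29.7%, 25.5%, 48.8% and 55.0% of monocyte/Mφ-like cells, in this order. In T, NK and innate lymphoid cell-like cells, the background, the shares were 0%, 0.877%, 2.44% and 0%. Without thinning, the shares of cells with Mrc1 were 72.8%, 64.5%, 92.0% and 76.5%, so at 72 h the order of the genotypes depended on depth. Median depths were 14575, 15815, 13974 and 12695 UMIs in monocyte/Mφ-like cells and 4942, 7199, 5680 and 7330 in the background cells (22, 114, 82 and 159 thinned cells). Timp2 was found in 28.2% of WT and 18.3% of CCR2 KO cells at 72 h (background 7.32% and 6.92%; unthinned 83.4% and 67.8%), and was near its background at 24 h (7.18% and 9.43%, background 13.6% and 6.14%; unthinned 37.2% and 47.0%).

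Arg1 was found in 47.0% of WT and 23.1% of CCR2 KO cells at 24 h (background 0% in both; unthinned 73.9% and 47.0%), and in 113 of 869 and 27 of 131 cells (20.6%) at 72 h (background 3.66% and 3.14%), which turned to 43.5% and 37.6% without thinning. Shares with Fabp5 were equal at 24 h (49.8% and 49.5%, background 0% and 0.877%) and lower in CCR2 KO at 72 h (20.7% and 12.2%, background 6.10% and 2.52%). Cx3cr1 was found in 2.68% and 8.02% at 24 h and in 14.0% and 12.98% at 72 h (background at most 1.26%). Fn1 was found in 49.9% and 38.2% at 24 h and in 40.0% and 29.8% at 72 h (background at most 1.75%), and H2-Ab1 in 35.9% and 53.8% at 24 h and in 72.8% and 30.5% at 72 h (background at most 7.32%). Ly6c2 shares were 11.4%, 6.60%, 2.65% and 3.05%. For this gene no background was available, since T cell-like (134, 173, 128 and 95.8 CPM) and neutrophil-like cells (104, 113, 36.3 and 85.9) held it themselves.

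Ccr2 shares were 45.9%, 5.66%, 53.6% and 6.11% after thinning, and 86.6%, 43.3%, 84.2% and 21.5% without. T cell-like cells hold Ccr2 themselves, so neutrophil-like cells served as background for it, a choice made after the data had been seen. Their Ccr2 shares were 0.719%, 0.235%, 0% and 0% (278, 1279, 85 and 210 thinned cells, with 20, 17, 1 and 5 left out), and 1.68%, 0.772%, 2.33% and 0% without thinning, at median depths of 2084, 2964, 2859.5 and 4817 UMIs.

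As lists, the Ly6c monocyte genes had a median log2 ratio of CCR2 KO to WT of -0.97 at 24 h, at percentile 0.01 of matched random lists, and the Cx3cr1 genes of 1.43 (percentile 99.99). The Fabp5 list was higher (0.67, percentile 99.3), the Timp2 list lower (-0.42, percentile 0.37, but 0.050 without Fn1 and Saa3), and the Arg1 (-0.0037) and Cd206 (-0.20) lists were within the random lists (percentiles 57.8 and 17.4). At 72 h the Timp2 (-0.99, percentile 0.03) and Cd206 (-0.59, percentile 1.1) lists were lower in CCR2 KO, with 0 of 5 and 2 of 5 genes higher. The Ly6c monocyte (0.07), Arg1 (0.08), Fabp5 (0.51) and Cx3cr1 (0.54) lists lay between percentiles 47.5 and 93.2. With at most 5% mitochondrial UMIs the Cd206 list at 72 h moved to -1.40 and the Cx3cr1 list turned to -0.57. The Arg1 list at 72 h turned to -0.10 with TMM and to -0.74 with each library clustered on its own.

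MHC class II genes were higher in CCR2 KO at 24 h (median 1.09, 6 of 6 genes) and lower at 72 h (-1.55, 0 of 6), where H2-Ab1 was at 5309 CPM in WT and 1759 in CCR2 KO. Complement genes followed the same course (0.47 and -0.65). Type I interferon genes were lower at both times (-0.44 and -0.39), whereas dissociation stress genes were 0.28 higher at 24 h and lower at 72 h (-1.30). Proliferation genes were higher in CCR2 KO at 72 h (1.71, 8 of 8), with too few UMIs at 24 h for a value. Of the large peritoneal Mφ list only 3 of 10 genes at 24 h (-1.42, but 1.96 with each library clustered on its own) and 1 at 72 h (-0.51) could be compared.

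Over time, the Cd206 (1.60), Cx3cr1 (1.93), MHC class II (1.80), complement (1.44) and Timp2 (1.02) lists rose in WT, and the Fabp5 (-2.39), Ly6c monocyte (-1.93), large peritoneal Mφ (-0.97, but 0.40 with each library clustered on its own), Arg1 (-0.91) and type I interferon (-0.62) lists fell. Stress (0.57) and proliferation genes (0.80, 2 genes) rose. In CCR2 KO the Cd206 list rose by 1.11, the Cx3cr1 list by 0.68, complement by 0.40, the Timp2 list by 0.18 and proliferation genes by 2.25, while the Fabp5 (-2.36), Arg1 (-0.84), MHC class II (-0.75), type I interferon (-0.54), Ly6c monocyte (-0.21) and stress (-1.03) lists fell, with 1 gene of the large peritoneal Mφ list (-1.98). The small change of the Ly6c monocyte list in CCR2 KO turned under several alternatives (0.024 to 1.20), and those of the Cx3cr1 and complement lists turned with at most 5% mitochondrial UMIs (-0.27 and -0.47).

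**Figure D4:**
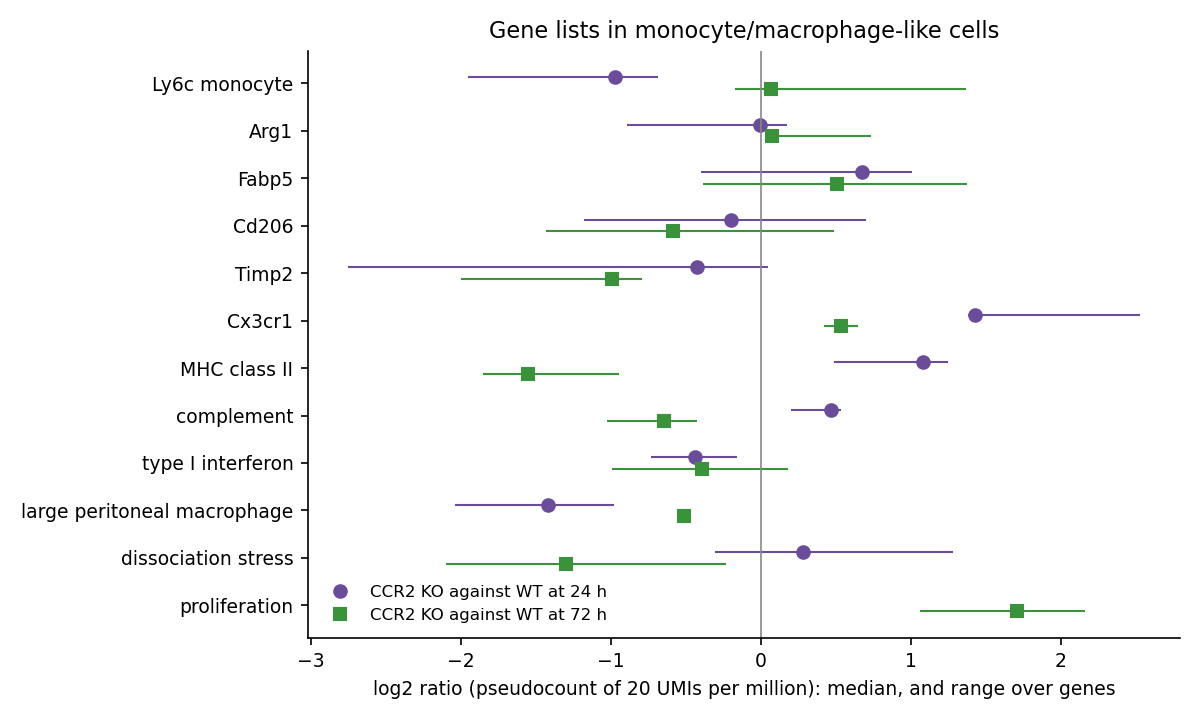
Log2 ratio of CCR2 KO to WT in monocyte/macrophage-like cells for each gene list at 24 h (circles) and 72 h (squares), where points are medians and lines the range over genes. The MHC class II list lies at 1.09 at 24 h and at -1.55 at 72 h.

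Among all genes, those furthest up in CCR2 KO monocyte/Mφ-like cells at 24 h were Cd81 (log2 ratio 2.53; 379 compared with 49.0 CPM), Mgl2, Cd9, Spp1 (4952 compared with 1068) and Cd36, and those furthest down were Saa3 (-2.76; 499 compared with 3482), Ccr2, Cxcl13, Clec4a1 and Ifitm2. With a pseudocount of 5 or without a minimum level, 7 to 8 of these 10 were the same. At 72 h Pclaf, Stmn1, Birc5, Tuba1b and Ube2c, genes of dividing cells, were furthest up (2.53 to 2.12), and Retnla (-4.08; 8.56 compared with 461), Ccr2, Apoe (-2.74; 3837 compared with 25770), Pltp and Hspa1a furthest down. From 24 h to 72 h WT cells gained Retnla (3.71), Pltp, Ltc4s, Mgl2 and Fcrls and lost Cxcl3 (-4.91), Cxcl13, Saa3, Ccl2 and Ppbp. CCR2 KO cells gained Stmn1 (3.17), Pclaf, Birc5, Ube2c and Igfbp4 and lost Cxcl3 (-5.20), Fabp5, Ppbp, Ccl3 and Fabp4.

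In neutrophil-like cells at 24 h, Saa3 (-3.48; 81.8 compared with 1115 CPM), Lcn2 (-3.42; 1226 compared with 13312), Chil3 (-3.35; 164 compared with 1852), Retnlg and Ngp were furthest down in CCR2 KO, and Clec4n (2.21), Tnfrsf13b, Ffar2, Hbegf and Cxcl10 furthest up. At 72 h differences were smaller, from 1.66 (Gm5483, followed by Cxcl3, Ly6g, Wfdc21 and Prdx1) to -1.42 (5430427O19Rik, followed by Itga4, Gngt2, Zfp710 and Plgrkt). Over time, WT neutrophil-like cells lost Chil3 (-6.55) and Saa3 (-5.83), both at 0 UMIs at 72 h, with Lcn2, Lipg and Ikbke, and gained Hist1h1c (2.20), Prdx1, Gm9733, Ceacam10 and Rgcc. CCR2 KO neutrophil-like cells gained BC100530 (3.32), Stfa1, Retnlg, Stfa2 and Gm5483 and lost Ccl4 (-2.88), Acot1, Thbs1, Klhl6 and Ifi207. The mix of this class differed too. A cluster with Retnlg, Lcn2 and Gm5483 among its leading genes held 172 of 298 WT and 195 of 1296 CCR2 KO cells at 24 h. At 72 h it held 44 of 86 and 114 of 215. Such a mix may account for part of the lower Lcn2 and Retnlg at 24 h and the later gain in CCR2 KO. Levels within clusters were not compared.

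The Siglecf-high cluster of CCR2 KO at 72 h had more Gm47283 (chromosome Y, 90784738 to 90816464, plus strand; 2.39), Mt1, Prss2, Gda and Isg15 than that of WT, and less Bambi (-1.91), Dusp2, Cxcl10, Trim39 and Il23a. Gm47283 also led in dendritic cell-like (2.56) and T cell-like cells (3.29) at 72 h. Dendritic cell-like cells of CCR2 KO had more Plet1 (3.41), Ccr7, Nr4a3, Fscn1 and Ccl22 at 24 h, with less Ccr2 (-3.72), Tgfbi, Ltb4r1, Mrc1 and Mcub. At 72 h they had more Plet1 (1.69), Plac8, Gnb4 and Fdps, and less Fn1 (-4.07), Ccr2 (-3.21), Retnla, Ccl6 and Mrc1. In T cell-like cells at 72 h Cd7 (1.74), Cd160, Ccr9 and Tnfrsf4 were higher and Hspa1a (-2.86), Jun, Ccr2 (-1.79), Selenop and Kctd12 lower in CCR2 KO. Selenop was at 656 CPM in these cells of WT and at 2972 in monocyte/Mφ-like cells, which are a larger share of WT. Free RNA was not tested for it, nor for Retnla in dendritic cell-like cells.

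Over time, dendritic cell-like cells of WT gained Fn1 (2.89), Retnla, Ube2c, Birc5 and Nr4a1 and lost Ly6a (-3.56), Ifitm1, Isg15, Plac8 and Irf7. Those of CCR2 KO gained Ube2c (3.24), Xcr1, Sept3, Ppt1 and Tlr3 and lost Ccl17 (-1.95), Cdkn1a, Nr4a3, Acp5 and AA467197. The mix of this class changed as well. A dendritic cell-like cluster with Xcr1, Ube2c, Sept3 and Tlr3 among its leading genes held 5 CCR2 KO cells at 24 h and 60 at 72 h. In WT it held 7 and 55. The cluster led by Ccl17 held 55 and 66 CCR2 KO cells. A change of mix and a change within cells were not separated. T cell-like cells of CCR2 KO gained Ccr9 (1.53), Cd81, Ube2c, Stmn1 and Gata3 and lost Gzma (-5.33) and Gzmb, together with the mast cell and basophil genes Cpa3, Mcpt8 and Cma1, which were at 0 UMIs at 72 h and at 24 h were held by only 2 of the 69 cells of this class (203, 93 and 71 UMIs).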

Values the study reported

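The study took 2,406 monocytes and macrophages from these WT and CCR2-deficient libraries into a second round of clustering. It described the Ly6c, Arg1 and Fabp5 populations as nearly gone from CCR2-deficient mice in the acute phase, and the Cd206 and Timp2 macrophages as missing from them during resolution. Its subset fractions are given relative to all myeloid cells.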

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

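Here a result stands out when the effect of CCR2 KO went one way at 24 h and the other way at 72 h, or when a signal came from cells that no comparison uses. With 1 library per group the difference between the 2 times was not tested for any of them. The tests on sub-cluster mixes and on Timp2 cells were chosen only after the results had been seen, as was the one on stress genes. For the mixes, the limit of 20 cells per sub-cluster in both libraries, and the rule that they decide only where those sub-clusters hold most WT cells, were set last, with the values known.

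MHC class II genes in monocyte/Mφ-like cells were higher in CCR2 KO at 24 h (median log2 ratio 1.09, 1.07 to 1.10) and lower at 72 h (-1.55, -1.58 to -1.53), a change of -2.64. To see whether another mix of sub-clusters was the whole reason, both libraries were weighted to the mix of WT. At 24 h the list stayed higher (0.54, 0.51 to 0.58) over the 4 sub-clusters with at least 20 cells in both, which hold 51.6% of WT and 84.8% of CCR2 KO cells, and within each of them (0.60, 0.53, 0.33 and 0.83). This argues against the mix alone, although the value was smaller than without weights, so the mix may account for part. At 72 h only 2 sub-clusters had 20 cells in both, the cycling one (-2.54, 73 CCR2 KO and 45 WT cells) and the one led by Cxcl13 and Prg4 (-0.96, 33 and 24 cells). Their weighted value was -2.40 (-2.46 to -2.33), but they hold 7.84% of WT cells, and each may gather different Mφs by cycle or depth. Over sub-clusters with at least 3 cells the value was -0.74 (-0.81 to -0.68), with 85.2% of the weight on 33 CCR2 KO cells. At 72 h a different mix of sub-clusters alone and a difference within cells of the same kind cannot be told apart. A biological difference between the genotypes stays open, and so does a difference between batches, since the labels give none.

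Complement genes took the same course, from 0.47 (0.43 to 0.52) at 24 h to -0.65 (-0.68 to -0.61) at 72 h, a change of -1.12. With the sub-cluster mix of WT, the 24 h value became -0.27 (-0.31 to -0.21) over sub-clusters with at least 20 cells in both, and -0.45 (-0.53 to -0.40) over those with at least 3, so the higher level was gone, and a larger share of sub-clusters rich in complement may be its source. At 72 h the weighted values were -0.70 (-0.76 to -0.64), over 7.84% of WT cells, and -0.95 (-1.06 to -0.81), over 52.8% with 85.2% of the weight on 33 CCR2 KO cells, so a different mix of sub-clusters alone and a lower level within them cannot be told apart. How a 24 h value on the other side of 0 was to be read was settled after it had been seen.

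Dissociation stress genes were 0.28 (0.23 to 0.33) higher in CCR2 KO at 24 h and lower at 72 h (-1.30, -1.36 to -1.23), a change of -1.58. A difference in handling that reached all cells of a library would lower the list in other classes too, and it was lower in 3 of 3 others compared at 72 h: neutrophil-like (-0.48, -0.60 to -0.32), dendritic cell-like (-0.90, -1.002 to -0.84) and T cell-like cells (-0.68, -0.92 to -0.44). The Siglecf-high cluster, with 106 WT and 375 CCR2 KO cells at 72 h, was not among the classes compared. Handling may therefore be the source at 72 h, and genes such as Hspa1a and Jun that were among the lowest in CCR2 KO at 72 h belong to this list. A response of the tissue shared by these classes would look the same. At 24 h neutrophil-like (0.24) and dendritic cell-like cells (-0.15) went different ways.

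The Timp2 sub-cluster went from 1.38 points (0.423 to 3.99) more in CCR2 KO at 24 h, which is 3 cells, to -11.5 points (-14.5 to -6.97) at 72 h, a change of -12.9 points. The cells could be large peritoneal macrophages carried over from the surface of the gut. Only 2 of the 10 genes of that list reached 20 CPM in the WT 72 h cells of the sub-cluster (Icam2 at 56.4 and F5 at 31.6). Gata6 was at 3.16 and Cxcl13 at 0. However, a sub-cluster led more by that list than by its own list could not take a subset name. Low values were therefore partly built in, and they cannot decide the question. The study reports high Gata6 regulon activity in its Timp2 macrophages and says that large peritoneal macrophages resemble them. The sign at 24 h is not stable (-2.57 at a Leiden resolution of 0.5), and at 72 h it turned under some alternatives too (5.78 with Scrublet calls removed).

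Ly6c monocytes went from -5.09 points (-7.81 to -1.13) among monocyte/Mφ-like cells at 24 h to 4.64 points (0.974 to 10.2) at 72 h, a change of 9.74 points. At 72 h this rests on 12 of 149 CCR2 KO cells, and it turned when each library was clustered on its own (-3.91 points) and when cells were thinned first (-0.69 points). The clustering may therefore be its source, and a biological difference was not tested. As a share of all cells, Ly6c monocytes were lower in CCR2 KO at 72 h (-1.13 points).

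Cells that held markers of fibroblasts, smooth muscle, glia or epithelium and no Ptprc UMI were found in the CCR2 KO libraries only, 10 in all (4 at 24 h and 6 at 72 h), and 0 in WT. No biological explanation was tested. They were left out of every comparison, and keeping them moved the Saa3 ratio in monocyte/Mφ-like cells at 72 h from -1.998 to 2.53 and the share of Fabp5 cells at 24 h to 19.6 points.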

How the results depend on the processing

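In all, 2567 values were recomputed under other choices. Of the values of main results, 206 kept their direction within the counting interval, 85 moved beyond it in the same direction or, for Cx3cr1 sub-clusters at 72 h, to either side, and 3 turned. Of the other values 1512 stayed, 722 moved and 39 turned. The 206 include 8 counts of shared named genes, which have no direction or interval. They also include 19 values of the setting without a filter, which could not change, as do 139 of the 1512. These totals therefore overstate how stable the values are. These tests were chosen only after seeing the data: keeping non-immune cells, removing the highest Scrublet scores, not counting subset genes when classes are named, counting the Siglecf-high cluster as neutrophil-like, naming sub-clusters by score alone, leaving Fn1 and Saa3 out of the Timp2 list, and leaving all subset genes out of the sub-clustering, which left the direction of all main sub-cluster results as it was. No paired analysis was possible because the libraries are from different mice. Except where stated, the cause was not tested.

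The lower Ccr2 level kept its direction throughout, from -2.78 to -2.74 at 24 h and from -4.56 to -2.17 at 72 h. So did the share of monocyte/Mφ-like cells (-65.1 to -60.5 and -55.8 to -46.0 points), neutrophil-like cells (50.5 to 73.9 and 11.2 to 42.02) and the Siglecf-high cluster (1.78 to 5.34 and 25.7 to 35.1), Arg1 cells (-26.6 to -8.77), Ly6c monocytes (-24.9 to -1.81) and Cx3cr1 cells (11.3 to 22.0) at 24 h, Cd206 cells at 72 h (-53.6 to -27.5), and the Ly6c monocyte list at 24 h (-1.06 to -0.77) and the Cd206 (-1.40 to -0.33), Timp2 (-1.67 to -0.45) and MHC class II lists (-1.75 to -0.88) at 72 h. Fabp5 cells at 24 h kept it in 17 of 18 alternatives, Timp2 cells at 72 h in 13 of 15 and Cx3cr1 cells at 72 h in only 10 of 15. The values that follow are CCR2 KO against WT, in points for shares and log2 for levels and lists, unless a change over time is named.

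With at least 500 genes per cell the shares became -21.6 (Ly6c, 24 h), -44.4 (Cd206, 72 h) and 22.3 (Cx3cr1, 72 h), Ccr2 -2.65 and the MHC class II list -0.90 at 72 h. From 24 h to 72 h in CCR2 KO, Cx3cr1 cells turned to 8.28 and the Ly6c monocyte list to 0.60. With at most 5% mitochondrial UMIs the shares were -16.3 (Arg1, 24 h), and at 72 h 18.2 (neutrophil-like), 35.1 (Siglecf-high), -49.3 (Cd206) and 6.04 (Cx3cr1), with Ccr2 at -2.17. Subset genes that turned at 72 h were Fabp5 (0.74), Mrc1 (-0.13), Stab1 (-0.88), Adgre5 (0.0022), Fn1 (0.60), Cx3cr1 (-0.99), Cd81 (-0.27) and Cd72 (-0.57). The Cd206 (-1.40), Timp2 (-1.21) and MHC class II lists (-1.13) moved and the Cx3cr1 list turned (-0.57). Over time in CCR2 KO the Ly6c monocyte (1.20), Cx3cr1 (-0.27) and complement lists (-0.47) turned. This limit leaves 4740 cells.

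Without the cells called by Scrublet, values at 72 h were -35.5 (Cd206), 5.78 (Timp2, turned), -3.17 (Ccr2) and -1.39 (MHC class II list), and the Ly6c monocyte list in CCR2 KO over time turned to 0.024. Only 11 cells were removed, so these moves show how far the clusters themselves vary. Without the highest Scrublet scores, monocyte/Mφ-like cells were at -48.0 at 72 h, Ly6c cells at -21.8 at 24 h, Cd206 cells at -45.9 and the MHC class II list at -1.50 at 72 h.

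With each library clustered on its own, neutrophil-like cells were at 73.9 and 11.2 at 24 h and 72 h, T cell-like cells at 72 h turned to -0.914 and neutrophil-like cells in WT over time to 4.66. The values 73.9 and 4.66 come from WT 24 h cells left without a class name (17.6%, of which 266 of 294 were neutrophil-like otherwise). In CCR2 KO at 72 h, 57 monocyte/Mφ-like cells were left without one (5.47% of all cells), so values of that class rest on 91 cells, and 50 and 46 cells were named NK and innate lymphoid cell-like there but 0 and 0 in WT, which goes with the turn in T cell-like cells. Sub-clusters were at -19.4 (Ly6c), -14.0 (Arg1) and 11.3 (Cx3cr1) at 24 h, and at -3.91 (Ly6c, turned), -16.5 (Timp2) and 22.7 (Cx3cr1) at 72 h, with Cx3cr1 cells in CCR2 KO over time turned to 22.0. Ccr2 was at -4.56, and Ly6c2 (-0.97), Arg1 (-0.67) and the Arg1 list (-0.74) turned at 72 h, as did the large peritoneal Mφ list at 24 h (1.96) and in WT over time (0.40). The Timp2 and MHC class II lists were at -1.67 and -1.43 at 72 h.

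At a Leiden resolution of 0.5 values at 24 h were 50.5 (neutrophil-like), -20.8 (Ly6c), -2.57 (Timp2, turned) and 1.95 (large peritoneal Mφ list, turned), and at 72 h -49.0 (monocyte/Mφ-like), -53.6 (Cd206), -1.20 (Timp2), -0.88 (Cd206 list) and -0.91 (MHC class II list). At a resolution of 2 they were -24.9 (Ly6c), -8.77 (Arg1) and 18.5 (Fabp5) at 24 h, -27.5 (Cd206), -18.3 (Cx3cr1) and -1.38 (MHC class II list) at 72 h, and 0.025 for the Ly6c monocyte list in CCR2 KO over time (turned).

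With 15 principal components values were 3.69 (Siglecf-high), -14.8 (Ly6c) and -13.2 (Arg1) at 24 h, and -34.4 (Cd206), 18.9 (Cx3cr1), -2.73 (Ccr2) and -1.09 (MHC class II list) at 72 h. In CCR2 KO over time, Cx3cr1 cells (9.31) and the Ly6c monocyte list (0.47) turned. With 1000 variable genes they were 51.8 (neutrophil-like) and 5.34 (Siglecf-high) at 24 h, and -47.5 (monocyte/Mφ-like), -31.4 (Cd206), 1.93 (Timp2, turned), -11.0 (Cx3cr1), -0.84 (Cd206 list), -1.29 (Timp2 list) and -0.88 (MHC class II list) at 72 h. Cx3cr1 cells in CCR2 KO over time turned to 1.66.

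With non-immune cells kept, Ly6c and Fabp5 cells were at -19.9 and 19.6 at 24 h, and Cx3cr1 cells (19.7), Ccr2 (-2.76), the Timp2 list (-0.50) and the MHC class II list (-1.12) moved at 72 h, where Saa3 turned (2.53). Over time in CCR2 KO, Cx3cr1 cells (3.43) and the Ly6c monocyte list (0.71) turned. Without subset genes in the naming of classes, monocyte/Mφ-like cells were at -60.5 and -46.0 at 24 h and 72 h, by construction since a cluster of 250 cells is left out. Arg1 cells were then at -26.6 at 24 h, and Cd206 cells (-52.1), Saa3 (0.45, turned), the Timp2 list (-0.57) and the MHC class II list (-1.66) at 72 h. With the Siglecf-high cluster counted as neutrophil-like, that class was at 42.02 at 72 h, by construction.

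With sub-clusters named by score alone, Cx3cr1 cells at 72 h went to 44.2, and in CCR2 KO over time they turned to 31.8, since the dividing sub-cluster then counts as Cx3cr1. The sub-cluster led by Cxcl13 and Prg4 then counts as Arg1. Arg1 cells at 72 h became 2.73% of WT and 22.1% of CCR2 KO monocyte/Mφ-like cells. Without Fn1 and Saa3 the Timp2 list at 24 h turned to 0.050, while the list at 72 h (-0.99) and the Timp2 sub-clusters stayed as they were. With cells thinned before clustering, Arg1 (-9.39) and Fabp5 cells (-18.2, turned) at 24 h and Ly6c (-0.69, turned) and Cd206 cells (-47.9) at 72 h moved. TMM factors gave -1.06 for the Ly6c monocyte list at 24 h, and -0.10 (Arg1, turned), -1.15 (Timp2) and -1.73 (MHC class II) at 72 h. The MHC class II list was at -1.60 with totals without abundant genes, at -1.75 with the mean over cells (Timp2 list -0.45) and at -1.53 with a pseudocount of 100, which shrinks ratios by construction, as in the Ly6c monocyte list at 24 h (-0.77) and the Cd206 (-0.33) and Timp2 lists (-0.91) at 72 h. Without thinning, the share of cells with Arg1 at 72 h turned from 7.61 to -5.94 points.

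The setting without a filter changed nothing, since all cells had passed it, and letting all genes be variable genes left the sub-clusters unchanged. Where no cluster of any library was given a certain name under an alternative, there is no value for it, and where some libraries lack it, it counts as 0 cells in them. Of the 10 genes furthest up or down in monocyte/Mφ-like cells, 7 to 10 were shared under a pseudocount of 5 or without a minimum level. The CCR2 KO results rest on 217 and 149 monocyte/Mφ-like cells, compared with 1278 and 880 in WT, and 3 UMIs in this class are 0.156, 0.828, 0.239 and 1.43 CPM in WT 24 h, CCR2 KO 24 h, WT 72 h and CCR2 KO 72 h.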

Other observations

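Of the tests in this part only those on genes around Ccr2 and on Saa3 and Chil3 in neutrophil-like cells were chosen beforehand, and all other tests were chosen only after the result had been seen.

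The number of monocyte/Mφ-like cells here was 2524, out of 5811 cells, all of which passed the filter given in the labels. Sub-cluster names were rebuilt from gene lists, and their cells need not be the same as those of the study. For Fabp5 cells the result differs from the near loss at 24 h that the study describes. Among monocyte/Mφ-like cells they were 37.1% of WT and 47.5% of CCR2 KO at 24 h. As shares of all cells they were 28.3% and 5.82%.

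Ccr2 UMIs were left in CCR2 KO cells. Free RNA spread over all droplets does not account for them, since monocyte/Mφ-like cells of CCR2 KO at 24 h held 39.1 times (21.0 to 82.3) the level of neutrophil-like cells. Neither do WT cells mixed into that library: the level would need a share of 12.7% WT cells, whereas 43.3% (36.6 to 50.2) of the cells held a Ccr2 UMI. This covers WT cells with a mean Ccr2 level, and cells with less were not tested. RNA made from the targeted allele stays open and may be the source, although reads along the gene, which would show it, were not analysed here.

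The Siglecf-high cluster, 36.0% of CCR2 KO cells at 72 h, was compared with eosinophils. Of 6 other eosinophil markers among the genes, 0 reached 20 CPM (Alox15 was at 5.96, Ccr3 at 3.40 and the others at 0), which argues against eosinophils as far as RNA shows. This differs from the study, which named a cluster with Siglec-f, Cxcr4 and Pim1 eosinophils. It counted eosinophils among the main cells of WT mice at 72 h. Whether its cluster holds the same cells could not be checked. Its Csf3r (1256 CPM) and Mmp9 (3562) were near or above those of neutrophil-like cells (1386 and 1900), whereas S100a8 (8346 and 81857), Cxcr2 (514 and 1137) and Ly6g (1.70 and 313) were lower. Doublets of neutrophils with another cell would hold more UMIs, but the median was 0.625 times that of neutrophil-like cells. Siglecf was at 9.87 times (7.57 to 13.1) the level of neutrophil-like cells (541 and 54.9 CPM). The cluster had been set apart by its high Siglecf, so a high ratio was built in and cannot decide on free Siglecf RNA. As a hypothesis, the cells of this cluster may be neutrophils in another state that is more frequent without CCR2. Their shallow depth leaves room for missed markers.

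A neutrophil-like cluster led by the interferon-induced genes Rsad2, Cxcl10 and Ifit1 held 58, 653, 2 and 17 cells of WT 24 h, CCR2 KO 24 h, WT 72 h and CCR2 KO 72 h, or 19.5% (15.1 to 24.4), 50.4% (47.6 to 53.1), 2.33% and 7.91% of neutrophil-like cells. A shift of the whole library at 24 h is argued against, since the type I interferon list was lower in monocyte/Mφ-like cells of CCR2 KO at 24 h (-0.44, -0.51 to -0.37) and in dendritic cell-like cells (-0.99). Within all neutrophil-like cells, however, the list was unchanged at 24 h (0.013, -0.05 to 0.19, 5 of 9 genes higher). More interferon gene RNA in neutrophil-like cells and none cannot be told apart at 24 h, since the interval spans 0 and the genes go both ways. At 72 h the list was higher in neutrophil-like (0.67, 0.40 to 0.88, 6 of 8 genes higher) and dendritic cell-like cells (0.61, 0.38 to 0.74), and lower in monocyte/Mφ-like cells (-0.39).

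Saa3 and Chil3 were high in neutrophil-like cells of WT at 24 h only, and both are abundant in monocyte/Mφ-like cells, where Saa3 was at 3482 and Chil3 at 1470 CPM. Free RNA from these would also reach lymphoid cells, which held far less: the ratio of neutrophil-like to lymphoid cells was 43.2 (18.4 to 133) for Saa3, with 5 lymphoid UMIs, and 359 (64.3 to 14182) for Chil3, with 1 UMI. Free RNA does not account for them, and doublets of the 2 cell types were not tested.

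Gm47283, annotated on chromosome Y, was higher in CCR2 KO over all cells by a factor of 3.31 (2.996 to 3.66) at 24 h and 16.9 (14.0 to 20.5) at 72 h. The other sex in one of the groups is argued against by Xist, which was 0.847 times (0.823 to 0.872) the WT level in CCR2 KO at 72 h and 0.845 times at 24 h. The Y-linked gene Kdm5d had been looked at before Xist, with 2 and 3 UMIs at 72 h (ratio 1.15), too few to decide. Another strain variant or copy number at this locus was not tested.

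The Ccr2 allele came from another strain, so a segment around it could carry variants that change RNA levels. Of 8 genes that went the same way in at least 5 of 6 comparisons of class and time (Fn1, Rassf4, Clec4a3, Gapdh, Gmfg, 2010315B03Rik, Cox17 and Gm47283), 1 gene, 2010315B03Rik, lay within 20 Mb of Ccr2, which is 12.5% (0.316 to 52.7) compared with 1.53% of genes at such levels. This gene lies close to the targeted one: it starts at 1.24292e+08 on chromosome 9, and Ccr2 ends at 124113557. With 8 genes, a strain segment around Ccr2 and no such effect cannot be told apart.

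Cx3cr1 cells were a larger share of monocyte/Mφ-like cells in CCR2 KO at 24 h. A loss of the other monocyte/Mφ-like cells alone would leave their share of all cells unchanged if the total stayed the same, and it was 1.16 points (0.187 to 2.15) higher. Since neutrophil-like cells rose as well and numbers per mouse are unknown, such a loss alone and a gain of Cx3cr1 cells cannot be told apart.

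The sub-cluster led by genes of dividing cells held 3, 1, 45 and 73 cells, which is 5.11% (3.75 to 6.78) of WT and 49.0% (40.7 to 57.3) of CCR2 KO monocyte/Mφ-like cells at 72 h, and 3.42% (2.51 to 4.55) and 7.01% (5.53 to 8.73) of all cells. In CCR2 KO its median depth was 2.12 times that of the other monocyte/Mφ-like cells. This first test came out on the side of doublets, though dividing cells hold more RNA too. The other cells also included 33 of the sub-cluster led by Cxcl13 and Prg4, which is shallow (median 3491 UMIs over all libraries). Over all libraries the dividing sub-cluster had a median of 14875.5 UMIs, between the Cd206 (12986) and the largest Fabp5 sub-cluster (16451). The depth ratio therefore cannot decide on doublets. A further test was then chosen. Doublets with cells of another class would carry about 0.5 of the level of that class's markers, but over 7 classes the highest median was 0.945% of it, and 89.0% of the cells held a Csf1r UMI. Doublets with another class are argued against, whereas doublets of 2 monocyte/Mφ-like cells were not tested. A larger dividing share among the Mφs that remain without CCR2 may be the reason, as a hypothesis.

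A sub-cluster led by Cxcl13 and Prg4, picked out after the fact, held 63, 9, 24 and 33 cells of WT 24 h, CCR2 KO 24 h, WT 72 h and CCR2 KO 72 h. In WT 24 h, 8 of 10 genes of the large peritoneal Mφ list reached 20 CPM in it, with Cxcl13 at 9647, Prg4 at 1177, Alox15 at 683 and Gata6 at 24.2. In WT 72 h 7 of 10 did, with Prg4 at 575 and Cxcl13 at 44.2. In CCR2 KO 24 h 7 of 10 genes reached 20 CPM, with Prg4 and Icam2 at 364 and Alox15 at 303, although 1 UMI is already 60.7 CPM in these 9 cells. In CCR2 KO 72 h 3 of 10 did, with 0 Prg4 UMIs and 1 Cxcl13 UMI at a median depth of 1449 UMIs, so this kind of cell was not shown in that library.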
